A study of Mus musculus with 39 samples. Its data were reported in "NSD2 is a conserved driver of metastatic prostate cancer progression" (2018).

How the data were processed

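RNA from mouse prostate tumors and metastases was profiled by RNA sequencing. The mice carried an inducible Cre recombinase at the Nkx3.1 locus together with floxed Pten alleles (NP mice), or with floxed Pten and an activatable mutant Kras allele as well (NPK mice). The sample labels gave 6 groups and 39 libraries: NP tumors (n = 4), NPK pre-metastatic tumors (n = 8), NPK post-metastatic tumors (n = 7), and metastases to lung (n = 8), liver (n = 5) and lymph node (n = 7). Pre-metastatic tumors were primary tumors taken before overt metastasis, and post-metastatic tumors were primary tumors from mice that had developed it. The methods describe sorting of YFP-labelled tumor cells before RNA isolation, whereas the design text describes snap-frozen tissue. The labels tied no library to a mouse, so every p-value measures the spread between these libraries, which may include several from the same animal.

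The deposited table held 1 value per gene and library for 23284 genes. According to the submitters' processing notes and the methods, the authors converted base calls with bcl2fastq 1.8.4, aligned reads to the mm9 build of the mouse genome with TopHat, and used Cufflinks, DESeq and DESeq2, with no version given for these. The deposited values are on a log2 scale, as the authors normalized and transformed them. They ranged from 0.538 to 23.4, none was 0, and 5299 genes never reached 5 in any library. Of these, 1458 belonged to receptor and defensin families that few tissues express, and they averaged 3.04 ± 0.60 (SD), which is the floor of the scale. Read counts and library depths could not be recovered from the values, so the depth behind each value is unknown, and no interval that needs it is given. The median over kept genes ran from 9.60 to 10.1 between libraries. Fold changes near the floor understate the change of low genes. Symbols were used as deposited. Nsd2 stood under its older symbol Whsc1 and Nsd3 under Whsc1l1, and 25 symbols had been turned into dates by spreadsheet software and were left as they stood. Coordinates are not given, since the genome used here was another build.

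Genes were kept when their value reached 5 in at least 4 libraries (16442 genes). The filter fixed beforehand was a linear value of 10 in 4 libraries. On the log2 scale this is 3.32, which lies within the spread of the values at the floor, and it would have kept 23282 genes. The filter of 5 was set after the scale was known and before any test. Each comparison was fitted in limma 3.58.1 (R 4.3.3; lmFit and eBayes with an intensity trend and robust variances) on the deposited log2 values of the 2 groups compared, with no pseudocount and no covariate. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, and calls with an absolute log2 fold change over 1 were counted as well. There were 12 comparisons. Single-gene tests of Nsd2 were exact permutation tests of the difference in means, two-sided. Distances between groups were the mean Euclidean distance between libraries of different groups minus that within groups, tested by exact permutation, or by 100000 resamples for 8 against 8, one-sided.

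Genes are named by a rule: for lung against pre-metastatic tumors the 8 largest rises and 8 largest falls among called genes with a linear mean of at least 50 in the higher group and no overlap between the libraries of the 2 groups, and 5 each way for the other comparisons. Up to 4 members of each gene list with the strongest limma statistics, the 8 candidate regulators of the study, the genes its text names and the targeted genes Pten, Kras and Nkx3-1 were added. Predicted genes and receptor segments were passed over.

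The 33 gene lists held 487 entries, of which 486 were found, 2 of them under an older symbol. They covered tumor programs (mesenchymal, epithelial, luminal prostate, basal prostate, neuroendocrine, proliferation, interferon response, antigen presentation, basement membrane and adhesion, RAS-MAPK output, MYC and ribosome biogenesis, unfolded protein response, TGF-beta output, NF-kB and inflammatory, oncofetal, histone H3K36 and polycomb, and DNA methylation genes), other cell types (lung epithelium, hepatocyte, B cell, T cell, macrophage, neutrophil, endothelial, fibroblast, smooth muscle, seminal vesicle and erythroid markers), sample handling (immediate early genes induced by dissociation, replication-dependent histone genes and housekeeping genes), and the study's candidate regulators and text genes. The study chose the last 2 lists on these samples, so their direction is not independent evidence. Lists were tested with camera at a preset inter-gene correlation of 0.01, and again with the correlation estimated from the data. Camera compares a list with all other genes. The rotation test fry, which asks whether a list moves one way on balance, was run beside it.

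The test code was run on simulated data with known changes before it was applied. For lung against pre-metastatic tumors, 10% of genes with a simulated log2 change of 0.5 were called, 38% at 1, 74% at 2 and 98% at 4. For pre-metastatic against NP tumors the shares were 12%, 52%, 78% and 100%, and for lung against liver metastases 4%, 16%, 54% and 76%. Among the unchanged genes, 19 were called in the lung simulation and 53 for liver against pre-metastatic tumors. The number was 30 for pre-metastatic against NP tumors and 3 for lung against liver metastases. Each step held 50 changed genes. Of these, 5, 19, 37 and 49 were called for lung, and 3, 16, 31 and 48 for liver against pre-metastatic tumors. For pre-metastatic against NP tumors 6, 26, 39 and 50 were called. Here false calls took a larger share of all calls than the adjusted p threshold allows. For lung against liver metastases (2, 8, 27 and 38 called) they did not. Counts of called genes may therefore hold more false calls than that threshold implies.

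Alternatives were other pseudocounts, filters, scalings (TMM and upper-quartile factors computed on the back-transformed values, and quantile normalization), all 6 groups in a shared fit, group weights, an exact permutation test per gene, the title-code block of the library, and leaving out each library. The title codes of all NP tumors lay below 40 and those of all pre-metastatic tumors at 40 or more, while the other groups had both, so the block and the group cannot be told apart for NP against pre-metastatic tumors. The fit with the block as covariate shared its variance over all NPK groups, so it differs from the 2-group fits by more than the covariate. The comparisons, tests, gene lists and these alternatives were fixed before the data were examined. Added after the data were seen were a filter at a value of 8, and fits without lymph node libraries 5 to 7, without libraries with albumin over 15, without libraries with the ribosomal precursor Rn45s over 20, without lung libraries whose lung epithelium markers averaged 10 or more, and without the marker genes of other cell types. Count models were not run, because no whole reads could be recovered. Structure and permutation tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.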

Results

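Expression profiles of 39 libraries were available for tumors of NP mice (n = 4), pre-metastatic (n = 8) and post-metastatic (n = 7) primary tumors of NPK mice, and NPK metastases to lung (n = 8), liver (n = 5) and lymph node (n = 7). NP tumors lack Pten in the prostate epithelium and do not metastasize, whereas NPK tumors also carry an activated Kras allele and spread to soft tissues. Of 23284 genes, 16442 passed the filter on low values. Values are log2 expression as deposited, given as mean ± SD, and fold changes are log2 differences of group means with their standard error (SE) from limma. Read depth is unknown, and the median of the kept genes was similar between libraries, from 9.60 to 10.1. A list member that rose or fell passed an adjusted p under 0.05 over all genes. Counts adjusted over the list alone are given where they differ, and were otherwise equal. For the study's own lists such counts are not independent evidence.

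To ask how primary tumors before and after metastasis relate to the metastases, the profiles were compared by principal component analysis. Among pre-metastatic tumors, post-metastatic tumors and lung metastases, the first component held 45.3% of the variance and the second 15.2%. All 8 pre-metastatic tumors scored between −148.3 and −124.2 on the first component, whereas lung metastases scored from 41.2 to 102.7 and post-metastatic tumors from 51.5 to 102.6. With all 39 libraries the first component held 41.4% of the variance, and NP tumors (−160.4 to −152.0) lay beside the pre-metastatic tumors (−155.9 to −135.0). Distances between libraries gave the same arrangement. Pre- and post-metastatic tumors were farther from each other than from their own group by 121.7 log2 units (exact permutation p = 0.000155, the smallest this design can give; adjusted over 15 pairs 0.000777). NP and pre-metastatic tumors differed by 36.6 (exact permutation p = 0.00202, the smallest possible; adjusted 0.00505). Post-metastatic tumors and lung metastases differed by 3.70, which was within the spread of the libraries (exact permutation p = 0.243, adjusted 0.260), and no other pair among post-metastatic tumors and the 3 metastatic sites passed (adjusted p = 0.106 to 0.322). This spread includes a difference within the groups. With all 39 libraries, 7 with albumin over 15, from post-metastatic tumors and each metastatic site, scored −168.8 to −66.7 on the second component. All other libraries scored −38.7 or above. The distances were not computed without these 7, so likeness of the late groups rests on a spread that holds them.

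**Figure D1:**
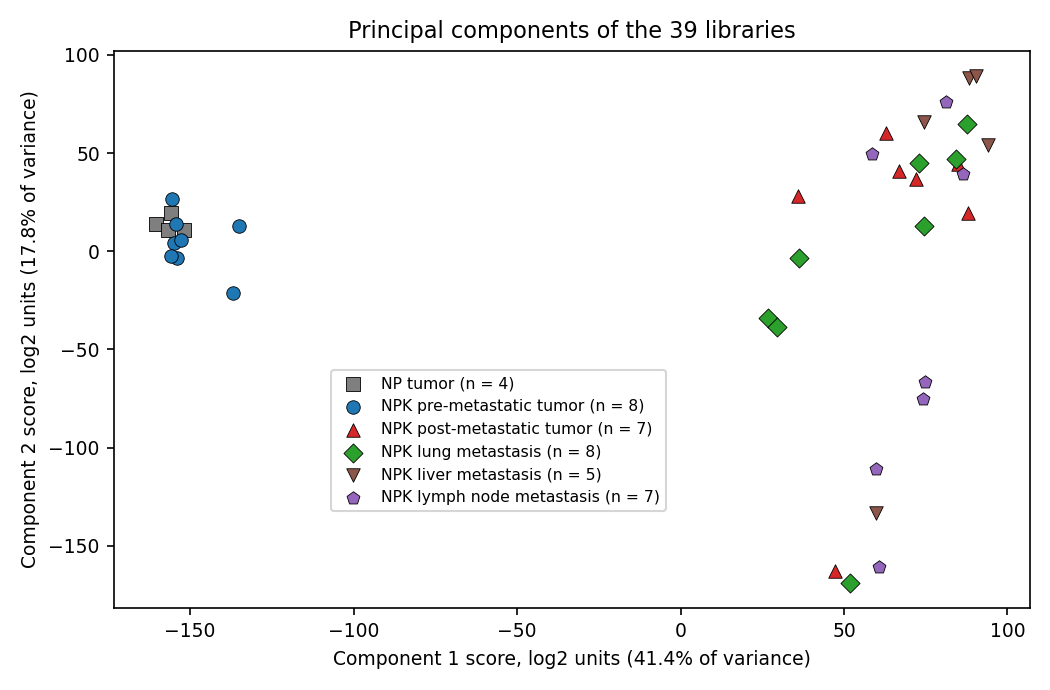
Scores of the 39 libraries on the first (41.4% of variance) and second (17.8%) principal component, in log2 units, with a symbol per library and a color and shape per group. NP and pre-metastatic tumors sit at −160.4 to −135.0 on the first component and all other libraries at 26.7 to 94.1.

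The study based its metastasis signature on lung metastases against pre-metastatic tumors. In lung metastases the epithelial program was low and the mesenchymal program high. Of 20 mesenchymal genes, 16 rose and none fell, with a mean log2 fold change of 3.19. Vim, an intermediate filament of mesenchymal cells, was higher by 5.78 (SE 0.34; 17.9 ± 0.31 against 12.1 ± 1.01, n = 8 each). The transcription factors Snai1 and Zeb1, which repress epithelial genes, were higher by 5.12 (SE 0.45) and 4.58 (SE 0.29). In the same libraries 7 of 14 fibroblast and all 12 endothelial markers rose, and these cell types express mesenchymal genes such as Vim, Fn1 and Sparc too. Of 23 epithelial genes, 21 fell, with a mean of −5.00. The epithelial splicing regulator Esrp1 changed by −7.52 (SE 0.57), Elf3 by −7.46 (SE 0.36) and Rab25 by −6.62 (SE 0.47). Basal prostate genes fell as well (8 of 11, with 1 that rose, or 8 and 2 adjusted over the list alone), among them Krt5 (−10.08, SE 0.68), Col17a1 (−8.26, SE 0.57) and Trp63 (−6.33, SE 0.70). Of 19 luminal prostate and androgen response genes, 11 fell and 2 rose (12 and 2 adjusted over the list alone), with Tmprss2 at −7.31 (SE 0.57). Each of these 4 lists differed from the other genes (camera adjusted p = 4.0e-09 for mesenchymal, 5.3e-13 for epithelial, 0.00048 for basal and 0.0092 for luminal genes). These calls were lost with an estimated correlation, with adjusted p = 0.090, 0.14, 0.30 and 0.30.

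Genes of the cell cycle and of growth were higher in lung metastases. Of 25 proliferation genes, 24 rose (25 adjusted over the list alone), including Rrm2, a subunit of ribonucleotide reductase (3.05, SE 0.34), E2f1 (2.92, SE 0.31) and Foxm1 (2.88, SE 0.37). Of 21 MYC and ribosome biogenesis genes, 12 rose (13 adjusted over the list alone), with Cad at 2.64 (SE 0.22). RAS-MAPK output genes rose in 13 of 20 and fell in 2 (13 and 3 adjusted over the list alone), with the ETS factor Etv4 at 3.85 (SE 0.36) and the feedback inhibitor Spry4 at 4.67 (SE 0.44). Basement membrane and adhesion genes rose in 14 of 20 and fell in 1, with Nid1 at 6.03 (SE 0.31) and the integrin Itgb3 at 5.14 (SE 0.42), and TGF-beta output genes rose in 8 of 16 and fell in 1, with Id3 at 3.96 (SE 0.48). Camera called all 5 lists (adjusted p = 4.2e-10, 9.4e-06, 0.00015, 5.2e-08 and 0.0044, in this order). With an estimated correlation none was called (adjusted p = 0.060 for basement membrane genes and 0.30 for the other lists).

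Genes of innate immunity were lower. All 25 interferon response genes fell, with a mean of −5.24. The antiviral genes Oas2 and Mx1 changed by −8.80 (SE 0.47) and −8.05 (SE 0.35), and Irf7, a regulator of the interferon response, by −7.38 (SE 0.33; 8.78 ± 0.79 against 16.2 ± 0.64). Of 12 antigen presentation genes, 11 fell, among them H2-K1 (−3.80, SE 0.33), B2m (−3.15, SE 0.23) and their transcriptional activator Nlrc5 (−4.33, SE 0.47). NF-kB and inflammatory genes fell in 10 of 19 and rose in 2 (12 and 2 adjusted over the list alone). The chemokine Ccl20 changed by −6.51 (SE 0.71), while Ccl2 rose by 3.61 (SE 0.46). Camera called the 3 lists (adjusted p = 3.3e-21, 2.6e-06 and 0.011), and with an estimated correlation the adjusted p was 0.060, 0.30 and 0.48. Immediate early genes, which tissue dissociation can induce, fell in 5 of 18 and rose in 1 (4 and 1 adjusted over the list alone) and were not called as a list (camera adjusted p = 0.23).

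**Figure D2:**
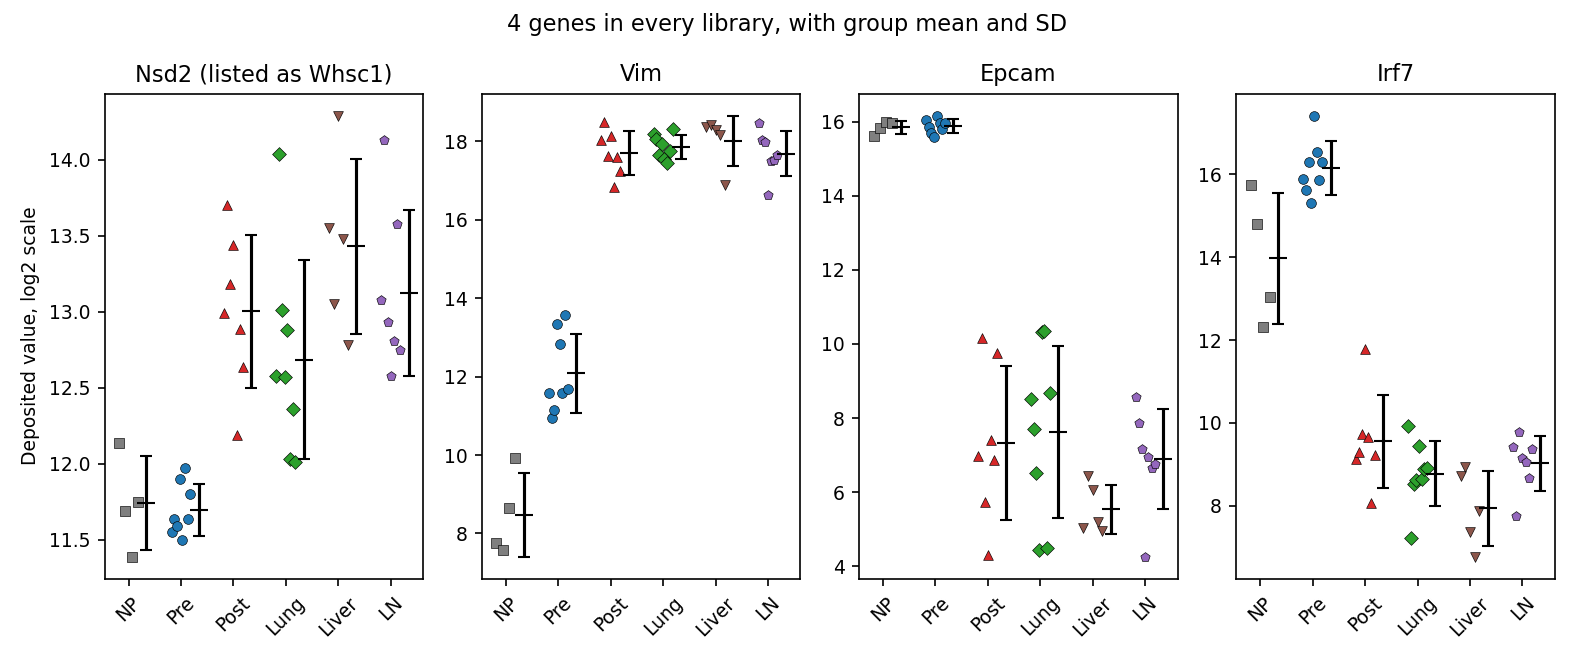
Deposited log2 values of Nsd2 (listed as Whsc1), Vim, Epcam and Irf7 in each of the 39 libraries by group (LN, lymph node; n = 4, 8, 7, 8, 5 and 7 from left to right), with a symbol per library and the group mean with SD beside it; each panel has its own vertical scale, which does not start at 0. In the 8 pre-metastatic tumors Nsd2 lies between 11.5 and 11.97 and in the 8 lung metastases between 12.01 and 14.04.

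The largest rises among genes with no overlap between the groups were Sftpc (9.87, SE 1.16), Scara5 (9.23, SE 0.71), Sftpa1 (8.31, SE 1.12) and Sftpb (7.84, SE 1.10). Sftpc, Sftpa1 and Sftpb encode surfactant proteins of lung epithelium. Col6a1 rose by 7.01 (SE 0.50). The largest falls were those of the secreted and epithelial genes Gsdmc3 (−11.70, SE 0.48), Ltf (−11.13, SE 0.77), Gsdmc2 (−11.13, SE 0.37) and Pigr (−10.88, SE 0.83). Of 11 genes the study's text names, 10 rose and Irf7 fell (camera adjusted p = 2.6e-08; adjusted p = 0.059 with an estimated correlation). Hmga2, a chromatin protein of fetal tissues, was higher by 6.19 (SE 0.43), with lung metastasis 8 lowest at 11.1, and the collagen Col4a1 by 4.62 (SE 0.45), with lung metastasis 8 at 18.01 and the other lung metastases at 14.4 to 15.7.

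Markers of other cell types were also higher in the lung metastases. Lung epithelium markers rose in 9 of 12 and fell in 1, with a mean of 10.3 ± 2.78 against 6.26 ± 0.29, and all 12 endothelial markers rose (9.60 ± 2.64 against 5.89 ± 0.66; Flt1 4.69, SE 0.57). Fibroblast markers rose in 7 of 14 and fell in 1 (Col5a1 5.66, SE 0.52), as 9 of 14 did in post-metastatic tumors and in lymph node metastases, and B cell markers in 3 of 10 (2 adjusted over the list alone; Cd79a 3.22, SE 0.71). Camera called these lists (adjusted p = 0.0025, 0.00010, 0.0013 and 0.031), with adjusted p = 0.48, 0.43, 0.43 and 0.58 with an estimated correlation. The B cell call was also lost with a linear minimum of 50, without the libraries with albumin over 15, those high in Rn45s or the 4 richest in lung transcripts, and without lung metastasis 5, 6 or 8. The YFP sort described in the methods would remove such cells. Lung metastasis 4 had the lowest lung epithelium mean (5.64). Markers of T cells (1 of 10 rose, 0 adjusted over the list alone), macrophages (2 of 14 fell), neutrophils (1 of 9 fell), smooth muscle (0 of 10) and seminal vesicle (3 of 5 fell, 5 adjusted over the list alone) were not called as lists (camera adjusted p = 0.12 to 0.99).

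**Figure D3:**
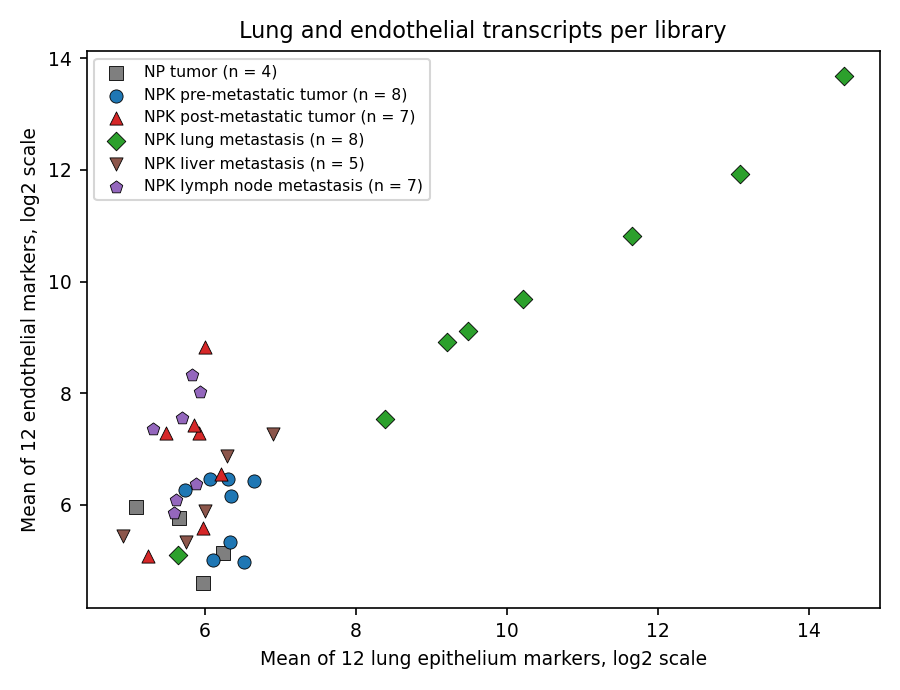
Mean of 12 endothelial markers against the mean of 12 lung epithelium markers, both in log2 units, with a symbol per library and a color and shape per group (39 libraries). Lung epithelium means run from 5.64 to 14.5 in the 8 lung metastases, and 7 of these lie to the right of all other libraries.

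In total 7519 genes differed between lung metastases and pre-metastatic tumors, 3351 higher and 4168 lower, of which 2022 and 2915 changed by more than 1. No overlap between the libraries of both groups was seen at 2693 genes (16.4%, against 0.0155% by chance). The count was 7485 without the marker genes of other cell types and 6398 without the 4 lung libraries richest in lung transcripts. The marker genes are few among the 16442 tested, so leaving them out could hardly move the count. The lung libraries kept include lung metastases 2, 7 and 8, with lung epithelium means of 9.21, 8.39 and 9.48. The highest mean in pre-metastatic tumors was 6.64. Neither count therefore tells how much lung tissue contributes. Sample titles carry code numbers that run in blocks. Among libraries with title codes of 40 or more, 3 lung metastases against the 8 pre-metastatic tumors gave 5861 genes. A shared fit of all NPK libraries with the code block as a covariate gave 7494.

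The study singled out 8 candidate regulators, most of them chromatin proteins, and followed Nsd2, a histone H3K36 methyltransferase. It chose them by activity inferred from the expression of their targets in mouse and human tumors, and by survival, not by their own RNA. It also silenced each of them in NPK cells, and reported fewer lung metastases in mice after Nsd2 silencing. In human cohorts it found higher NSD2 mRNA in high-grade tumors and in metastases, and it stained NSD2 protein in mouse and human tissue. The RNA levels of the 8 candidates in these mouse libraries, given here, are another measure and do not test that choice. Nsd2 (listed as Whsc1) was higher in lung metastases than in pre-metastatic tumors by 0.99 (SE 0.23; 12.7 ± 0.65 against 11.7 ± 0.17), and all 8 lung metastases lay above all pre-metastatic tumors (exact permutation p = 0.000155, the smallest possible). It was also higher in post-metastatic tumors (1.30, SE 0.18; 7 of 7 above all pre-metastatic tumors), liver metastases (1.73, SE 0.21) and lymph node metastases (1.43, SE 0.19). Between pre-metastatic and NP tumors it differed by −0.04 (SE 0.14, adjusted p = 0.89), and the sign turned to 0.09 without NP tumor 1. In lung metastases Uhrf1 (1.93, SE 0.36), Asf1b (1.89, SE 0.30), Suv39h1 (1.74, SE 0.21) and Dnmt1 (0.93, SE 0.18) rose as well, Dnmt3b fell (−1.34, SE 0.41), and Rbl1 (0.10, SE 0.23, adjusted p = 0.74) and Chaf1b (0.58, SE 0.35, adjusted p = 0.19) did not pass. Dnmt3b lost its call with quantile normalization (−0.88), Uhrf1 among libraries with codes of 40 or more (1.09), and the estimate for Rbl1 turned to −0.04 without lung metastasis 2. The list was called in lung, post-metastatic, liver and lymph node groups (camera adjusted p = 0.012, 0.00074, 2.0e-05 and 0.00014), with adjusted p = 0.47, 0.30, 0.11 and 0.23 with an estimated correlation. The call in lung metastases was also lost among libraries with codes of 40 or more and with the code block as covariate. Of the engineered genes, Kras rose by 0.50 (SE 0.14) in lung metastases, and Pten (0.38, SE 0.23) and Nkx3-1 (−1.82, SE 0.74) did not pass. Pten is disrupted by removal of exons, so its total level does not test the deletion.

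In post-metastatic against pre-metastatic primary tumors, mesenchymal genes rose in 14 of 20 (Vim 5.63, SE 0.40; Zeb1 4.70, SE 0.31), and 22 of 23 epithelial genes fell (Rab25 −7.01, SE 0.27; Grhl2 −6.46, SE 0.23). Basal genes fell in 8 of 11 and rose in 2 (Krt5 −9.36, SE 0.76; Krt17 −7.85, SE 0.62). All 25 proliferation genes rose (Rrm2 3.83, SE 0.34), and MYC targets rose in 14 of 21 (Cad 2.76, SE 0.19). All 25 interferon response genes fell (Mx1 −7.20, SE 0.25), although post-metastatic tumor 4 averaged 11.3 over them and the other post-metastatic tumors 8.55 to 9.39. Antigen presentation genes fell in 11 of 12 (B2m −3.64, SE 0.26), NF-kB and inflammatory genes in 16 of 19 (Tnf −6.58, SE 0.69), macrophage markers in 11 of 14 (12 adjusted over the list alone; Mrc1 −3.40, SE 0.30) and immediate early genes in 17 of 18 (Atf3 −4.06, SE 0.36; Btg2 −4.26, SE 0.41). Basement membrane genes rose in 15 of 20 and fell in 2 (Nid1 5.82, SE 0.30), and fibroblast markers rose in 9 of 14 (10, with 1 fall, adjusted over the list alone; Col3a1 5.30, SE 0.61). These 12 lists were called (camera adjusted p = 4.0e-15 to 0.0046), with adjusted p = 0.14 to 0.48 with an estimated correlation. RAS-MAPK genes (11 of 20 rose, 3 fell; camera adjusted p = 0.013) and TGF-beta genes (7 of 16 rose, 1 fell; 0.016) were called too, but not with quantile normalization, and with an estimated correlation the adjusted p was 0.36 and 0.31. Of the regulators, 6 of 8 rose, with Uhrf1 at 2.45 (SE 0.34). In total 8475 genes differed, 3601 higher (42.5%) and 4874 lower. With quantile normalization 56.3% of the called genes were higher, since it moved the median log2 fold change of all genes from −0.091 to 0.119. Among libraries with codes of 40 or more the count was 6469 (n = 3 against 8).

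Changes against pre-metastatic tumors agreed between post-metastatic tumors and lung metastases. Over 16442 genes, which are not independent replicates, the fold changes correlated with r = 0.929 and a covariance of 2.68, and 2730 genes rose in both comparisons, 3699 fell in both and 2 went opposite ways. Independent lists of these sizes would share 734 and 1236 genes. Since both comparisons used the same control tumors, unchanged groups were simulated against them, which gave a median r of 0.336 (highest 0.820) and a covariance of 0.0526 (highest 0.298). With the pre-metastatic tumors split 4 and 4 between the comparisons r was 0.900 and the covariance 2.64. The other pairs of post-metastatic, lung, liver and lymph node groups had r between 0.882 and 0.955 with shared controls, and between 0.848 and 0.922 with split controls. Simulated unchanged groups gave these pairs a median r of 0.217 to 0.331 and a highest r of 0.720 to 0.848.

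In liver metastases epithelial genes were lower and growth genes higher. Of 23 epithelial genes, 19 fell (Epcam −10.36, SE 0.23, n = 5 against 8; Esrp1 −9.87, SE 0.22), as did 8 of 11 basal genes, with 2 that rose. All 25 proliferation genes (Mcm2 2.76, SE 0.17) and 20 of 21 MYC targets (Polr1a 1.88, SE 0.12) rose, and all 25 interferon genes (Oas2 −9.51, SE 0.28), 11 of 12 antigen presentation genes and all 14 macrophage markers fell (Mrc1 −4.04, SE 0.25). Vim rose by 5.94 (SE 0.46), with liver metastasis 5 at 16.9 and the others at 18.1 to 18.4. Mesenchymal genes rose in 13 of 20 and fell in 2 (14 and 2 adjusted over the list alone), basement membrane genes rose in 11 of 20 and fell in 1 (12 and 2), RAS-MAPK genes rose in 10 of 20 and fell in 2, NF-kB genes fell in 14 of 19 and neutrophil markers in 6 of 9. The neutrophil call was lost with all 6 groups in the fit and with the code block as covariate. Fibroblast markers rose in 4 of 14 and fell in 2 and were not called as a list (camera adjusted p = 0.40). Hepatocyte markers rose in 8 of 12 and fell in 1, among them Alb (6.57, SE 1.62) and Apoa1 (5.35, SE 1.03). This call (camera adjusted p = 0.0097) was lost with the filter at 8 and without the libraries high in Rn45s, the ribosomal RNA precursor, among them liver metastasis 3, which carried the most hepatocyte transcripts. All lists named here but fibroblast markers were called (camera adjusted p = 1.2e-18 to 0.0097), with adjusted p = 0.097 to 0.41 with an estimated correlation. In total 7928 genes differed, 3124 higher (39.4%) and 4804 lower, and 57.8% were higher with quantile normalization, which moved the median log2 fold change from −0.171 to 0.157. Among libraries with codes of 40 or more the count was 6123 (n = 2 against 8).

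Lymph node metastases were represented by 7 libraries, of which 3 (lymph node metastases 5 to 7) lay between other lymph node libraries at 98.9% to 99.5% of the genes that differ between these. Epithelial genes fell in 22 of 23 (Tacstd2 −9.62, SE 0.27), with lymph node metastasis 4 averaging 6.16 and the others 8.15 to 9.36. Basal genes fell in 9 of 11 and rose in 2. Mesenchymal genes rose in 16 of 20 (16, with 1 fall, adjusted over the list alone; Vim 5.60, SE 0.40), all 25 proliferation genes rose (Rrm2 4.18, SE 0.32) and MYC targets rose in 18 of 21. All 25 interferon genes fell (Oas2 −9.07, SE 0.26), as did 11 of 12 antigen presentation genes, 16 of 19 NF-kB genes with 1 that rose, 9 of 14 macrophage markers and 17 of 18 immediate early genes (18 adjusted over the list alone; Atf3 −4.11, SE 0.29). Basement membrane genes rose in 16 of 20 and fell in 1, and fibroblast markers rose in 9 of 14 and fell in 1. Each of these lists was called (camera adjusted p = 4.0e-18 to 0.0040), with adjusted p = 0.11 to 0.53 with an estimated correlation, and the macrophage call was also lost with the code block as covariate. RAS-MAPK genes rose in 11 of 20 and fell in 3 (camera adjusted p = 0.020, and 0.45 with an estimated correlation), a call lost with quantile normalization. B cell markers rose in 2 of 10 (1 adjusted over the list alone) and were not called (camera adjusted p = 0.15). In total 8893 genes differed, 3992 higher (44.9%) and 4901 lower, and 6918 without lymph node metastases 5 to 7 (n = 4 against 8), 6811 of which were in both sets. With quantile normalization 56.2% were higher, and the median log2 fold change moved from −0.069 to 0.107. Among libraries with codes of 40 or more the count was 8941 (n = 4 against 8), from lymph node metastases 4 to 7, of which 5 to 7 lay between lymph node metastasis 4 and another library.

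Pre-metastatic tumors, which carry mutant Kras, were compared with NP tumors. Of 25 interferon response genes, 20 rose (25 adjusted over the list alone), such as Rsad2 (3.06, SE 0.37) and Ifit3 (3.04, SE 0.53), and 6 of 12 antigen presentation genes rose (8 adjusted over the list alone). RAS-MAPK output genes rose in 13 of 20 (16 adjusted over the list alone), among them the inhibitors Spry4 (2.30, SE 0.38) and Spry1 (1.10, SE 0.16) and the EGF family ligand Areg (3.23, SE 0.51). NF-kB and inflammatory genes rose in 11 of 19 (12, with 1 fall, adjusted over the list alone; Il1b 4.07, SE 0.76), immediate early genes in 9 of 18 (15; Ier3 1.82, SE 0.30), TGF-beta genes in 6 of 16 (8; Ctgf 2.42, SE 0.34), mesenchymal genes in 5 of 20 (8, with 1 fall; Vim 3.60, SE 0.55) and basement membrane genes in 5 of 20 (6). Macrophage markers rose in 11 of 14 (12), neutrophil markers in 4 of 9 (6) and fibroblast markers in 5 of 14 (7). Luminal genes fell in 5 of 19 (10 adjusted over the list alone), with the secretory proteins Sbp at −8.69 (SE 0.68), Pbsn at −8.08 (SE 0.62) and Msmb at −7.61 (SE 0.74), while epithelial genes rose in 3 of 23 and fell in 2 (5 and 2) and were not called (camera adjusted p = 0.44). The lists said to rise or fall here were called (camera adjusted p = 3.3e-17 to 0.0012), with adjusted p = 0.087 to 0.29 with an estimated correlation. Camera called 17 of 33 lists in this comparison, 13 up and 4 down, and not all of them are named here. The liver and gut transcription factor Hnf4a rose by 6.04 (SE 0.55). Spry1, Areg and Il1b were not called with all 6 groups in the fit. In total 1483 genes differed, 1056 higher (71.2%) and 427 lower, and 58.3% were higher with quantile normalization. The count fell to 707 without NP tumor 3 and 719 without NP tumor 4, to 746 with an exact permutation test, to 609 with all 6 groups in the fit and to 771 without libraries high in Rn45s (NP tumor 3 and pre-metastatic tumor 5). Title-code block and genotype cannot be told apart here.

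In post-metastatic against NP tumors Vim rose by 9.23 (SE 0.43), Fbn1 by 10 (SE 0.48) and Col6a1, a fibroblast marker, by 9.51 (SE 0.64), and Tff3 changed by −10.40 (SE 0.66) and Krt5 by −9.89 (SE 0.95). Mesenchymal genes rose in 17 of 20 (18 adjusted over the list alone), basement membrane genes in 16 of 20 and TGF-beta genes in 11 of 16 (Inhba 5.15, SE 0.74), and these 3 lists were also called with an estimated correlation (adjusted p = 0.023, 0.017 and 0.017), as were the genes named in the study's text, which were chosen by its authors (10 of 11 rose and 1 fell; adjusted p = 0.017). Fibroblast markers rose in 11 of 14 and fell in 1, so the mesenchymal, basement membrane and TGF-beta lists cannot tell tumor cells from fibroblasts here. Immediate early genes, which respond to tissue handling, fell in 9 of 18, seminal vesicle markers in 4 of 5 and erythroid markers in 2 of 2. Camera called these 3 lists and the fibroblast list (adjusted p = 0.020, 0.020, 0.036 and 1.1e-05, and 0.50, 0.41, 0.31 and 0.31 with an estimated correlation), and the first 3 calls were lost with all 6 groups in the fit. Another 5 lists were called, antigen presentation, basal and NF-kB genes, which mostly fell, and MYC targets and the study's candidate regulators, which mostly rose. These 5 calls were lost with an estimated correlation. RAS-MAPK genes rose in 17 of 20 and fell in 1 (18 and 1 adjusted over the list alone; Spry4 6.52, SE 0.65), proliferation genes rose in 23 of 25 (24; Rrm2 3.78, SE 0.44), epithelial genes fell in 19 of 23 (20; Grhl2 −6.97, SE 0.33), luminal genes in 13 of 19 (14; Sbp −8.20, SE 0.64) and interferon genes in 22 of 25 (23; Mx1 −4.85, SE 0.59). Camera called these 5 lists (adjusted p = 4.5e-07, 3.9e-09, 1.2e-11, 1.9e-06 and 3.5e-08), with adjusted p = 0.14, 0.36, 0.14, 0.14 and 0.36 with an estimated correlation. In total 6329 genes differed, 2892 higher and 3437 lower.

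**Figure D4:**
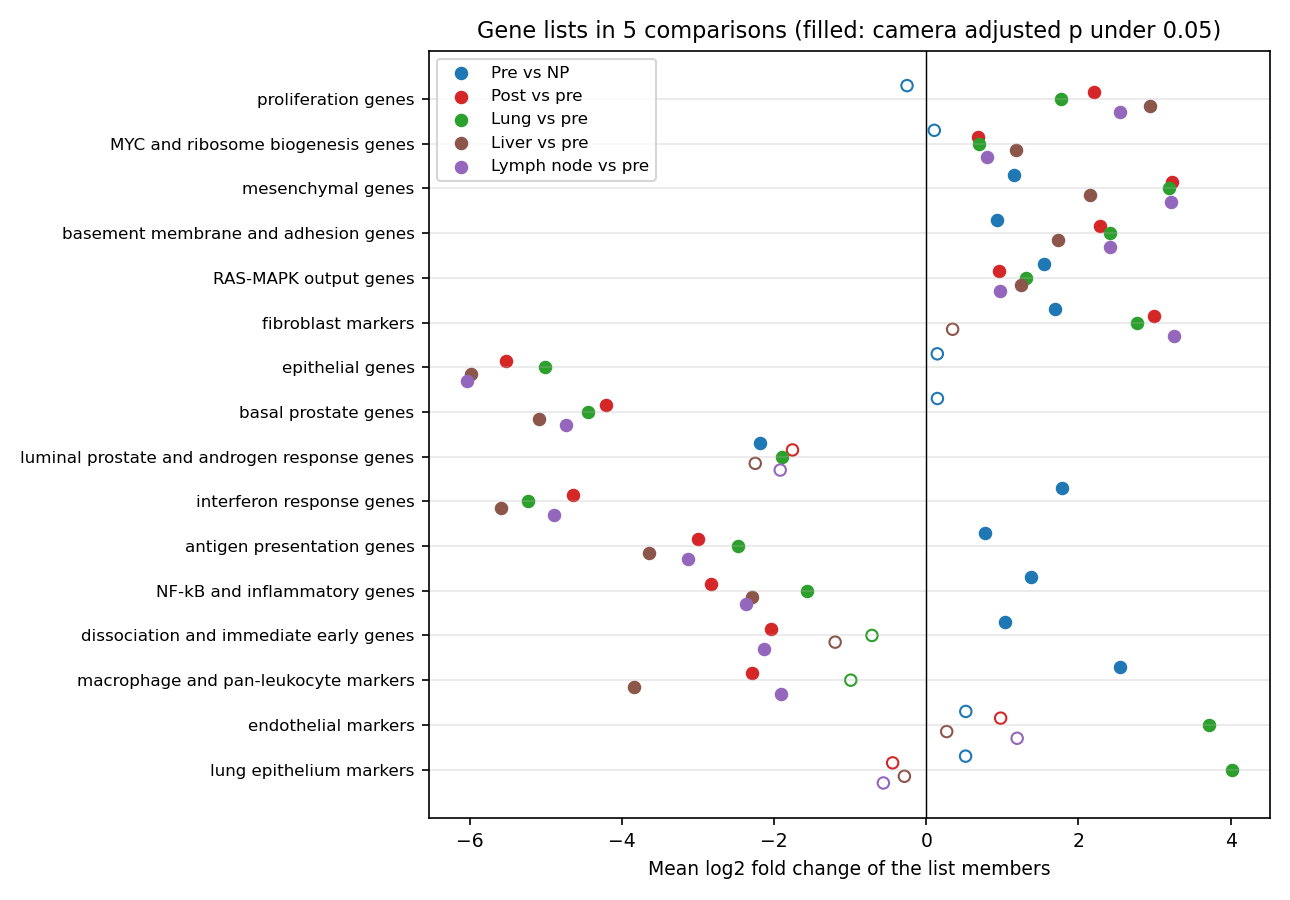
Mean log2 fold change of the members of 16 gene lists (vertical axis) in 5 comparisons, shown by color; filled points have a camera adjusted p under 0.05 at the preset correlation. Interferon response genes lie at 1.78 in pre-metastatic against NP tumors and between −5.58 and −4.64 in the 4 comparisons against pre-metastatic tumors.

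Metastases were then compared with post-metastatic tumors and with each other, to ask what sets the sites apart. In lung metastases against post-metastatic tumors, limma called 1 gene, the cytokine Il6 (3.23, SE 0.45, adjusted p = 0.031; 8.25 ± 0.998 against 5.02 ± 0.46), with 1039 genes at an unadjusted p under 0.05. The 8 lung metastases (6.55 to 9.63) did not overlap the 7 post-metastatic tumors (4.19 to 5.37) at Il6. Lung metastasis 4, lowest in lung epithelium markers (5.64), was also lowest in Il6, while lung metastasis 5, with these markers at 13.1, had Il6 at 7.79. Whether lung tissue in the libraries adds to Il6 was not tested. The exact permutation test called 0 genes, but it cannot call a lone gene at this size: only 13 genes separated the groups, too few for its smallest exact p of 0.000155 to pass after adjustment. The Il6 call was lost without any 1 of 11 libraries, with fold changes of 3.03 to 3.29 (post-metastatic tumors 1 to 4, 6 and 7, and lung metastases 1 to 3, 6 and 8). It was also lost in smaller sets, at a larger fold change among libraries with codes of 40 or more (n = 3 against 3) and at smaller fold changes of the same direction without the libraries with albumin over 15 (n = 7 against 6), those high in Rn45s (n = 5 against 7) or the 4 richest in lung transcripts (n = 4 against 7). Leaving out lung metastasis 4 gave 26 genes, and leaving out post-metastatic tumor 5, lung metastasis 5 or lung metastasis 7 gave 2 each. Lung epithelium markers averaged 4.45 higher and endothelial markers 2.73 higher, with 10 of 12 and 8 of 12 members called when adjusted over the list alone (camera adjusted p = 8.3e-21 and 6.1e-11, and 0.071 and 0.16 with an estimated correlation). Camera at the preset correlation called 20 of 33 lists here, and 14 for liver and 5 for lymph node metastases against post-metastatic tumors. Between sites it called 21 (lung against liver), 15 (lung against lymph node) and 20 (liver against lymph node). Fry called 0 to 8 lists, an estimated correlation 0, and limma 0 to 24 genes. The preset p-values alone therefore do not establish a difference, and only some of these lists are named. Proliferation genes averaged 0.74 higher in liver metastases than in post-metastatic tumors (8 of 25 members adjusted over the list alone) and −1.17 in lung against liver metastases (24 of 25), and macrophage markers −1.93 in liver against lymph node metastases (12 of 14), with no member called over all genes (camera adjusted p = 3.2e-17, 4.0e-23 and 1.3e-14, and 0.19, 0.18 and 0.17 with an estimated correlation). B cell markers averaged 1.20 higher in lymph node metastases than in post-metastatic tumors (5 of 10 adjusted over the list alone; camera adjusted p = 1.4e-07, and 0.47 with an estimated correlation). They averaged 6.51 in lymph node metastasis 4 and 5.18 to 5.96 in lymph node metastases 5 to 7, but 3.77 to 3.93 in lymph node metastases 1 to 3, beside 5.08 in post-metastatic tumor 5 and 3.35 to 3.82 in the other post-metastatic tumors.

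Limma called 0 genes in liver against post-metastatic (1579 at an unadjusted p under 0.05), lymph node against post-metastatic (945), lung against liver (2268) and liver against lymph node (1365). The exact permutation test called 0 in each, but this adds little: 132, 27, 126 and 88 genes separated the groups, too few for its smallest p to pass after adjustment. With all 6 groups in the fit the counts were 111, 0, 1174 and 3. With the code block as covariate, in a fit shared by all NPK groups, they were 138, 0, 1512 and 1. What the block alone does to these counts was not tested. Libraries of adjacent title codes in different groups resembled each other, and no fit paired on them was run, so whether pairing changes these counts or the distances among late groups is not known. Leaving out liver metastasis 5 gave 1 gene for liver against post-metastatic tumors. Leaving out lung metastasis 4, liver metastasis 1 or liver metastasis 5 gave 172, 5 and 3 genes for lung against liver, and leaving out lymph node metastasis 2, liver metastasis 5 or liver metastasis 4 gave 10, 8 and 1 for liver against lymph node.

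Lung and lymph node metastases differed at 24 genes, 22 of them higher in lung, with 1909 at an unadjusted p under 0.05. These held the surfactant genes Sftpa1 (8.16, SE 1.20), Sftpb (6.81, SE 1.19) and Sftpd (6.36, SE 1.11), the sodium channel Scn7a (4.96, SE 0.83), the inflammatory genes Il6 (3.07, SE 0.45) and Ccl2 (2.32, SE 0.43), and the immediate early genes Egr2 (2.37, SE 0.35) and Junb (1.65, SE 0.26). Hmgb2 was lower (−1.15, SE 0.22). Immediate early genes averaged 1.42 higher, with 2 of 18 members called over all genes and 15 adjusted over the list alone, and lung epithelium markers 4.57 higher, with 3 and 11 of 12 (camera adjusted p = 1.8e-15 for both, and 0.20 with an estimated correlation). No gene was called without lymph node metastases 5 to 7 (n = 8 against 4) or without the libraries with albumin over 15, where fewer libraries were compared, or with the exact permutation test, and 2 were called without the 4 lung libraries richest in lung transcripts. Leaving out 1 library gave between 7 (lymph node metastasis 5, 6 or 7) and 54 genes (lung metastasis 4), with 41 without lung metastasis 8, 11 and 12 without lung metastases 1 and 3, and 9, 14 and 8 without lymph node metastases 2, 3 and 4.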

Values the study reported

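The study described profiles of 8 pre-metastatic and 8 post-metastatic NPK tumors, of 8 lung, 5 liver and 7 lymph node metastases, and of 7 NP tumors. It compared the post- against pre-metastatic signature with the lung metastasis signature by gene set enrichment and gave normalized enrichment scores of 19.64 for the positive and −7.52 for the negative leading edge. From regulatory networks it listed 485 conserved master regulators, of which 136 (28%) were associated with epigenetic regulation. The activity of 41 of these was associated with prostate cancer-specific survival, and 8 candidates were followed up, with NSD2 among them.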

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

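Of the tests of explanations below, all but that of the blend weights were chosen only after the result was seen. Values of a sample far from the other samples of its group are given with the range of the others, from 330 sets of 4 to 8 samples (55 measures in 6 groups), of which 30 (9.09%) held such a sample where chance gives about 1 in 20.

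Lymph node metastases 5, 6 and 7 were each described by a weighted mean of 2 other lymph node libraries: 0.33 of lymph node metastasis 1, 0.56 of 2 and 0.69 of 3, the rest being lymph node metastasis 4 each time. At 98.9% to 99.54% of the genes differing between the parents (2123 to 2583 genes) they lay between them. The residual SD was at most 0.2181 in the 3 libraries and 0.3674 to 1.025 in the other 36. Separate tumors of intermediate expression would leave at least 1 of the 3 within the range of the others, and none was. However, the 3 were singled out for lying between 2 others, which favors a small residual. The ranking alone therefore cannot decide against separate tumors. The weights from genes higher in either parent differed by at most 0.06. Such small gaps also occurred at larger residuals, as in pre-metastatic tumor 2 (gap 0, residual SD 0.492) and lung metastasis 3 (0.01, 0.637). The gap alone thus does not single out a blend, though a blend of RNA or reads may account for these libraries. Where a blend would have arisen stays open.

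Lung epithelium and endothelial markers were higher in lung metastases than in pre-metastatic tumors, although the YFP sort would remove such cells. Lung epithelial genes switched on by tumor cells alone are argued against by the endothelial markers, which were higher by 3.71 (SE 0.962). Over the 8 lung libraries the means of endothelial and lung epithelium markers correlated with r = 0.9958 (exact permutation p = 2.48e-05, the smallest possible, adjusted over 2 relations 4.96e-05; rho = 1, exact permutation p = 4.96e-05, adjusted 9.92e-05; r = 0.9872 without the 2 farthest libraries), so lung tissue carried over is a candidate explanation. B cell markers followed them less closely (r = 0.857, exact permutation p = 0.00422, adjusted 0.00422; rho = 0.881, exact permutation p = 0.00724, adjusted 0.00724; r = 0.712 without the 2 farthest). A difference between tumors of the lung and of the prostate as sites stays open, untested.

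Albumin was between 16.21 and 18.5 in 7 libraries of 4 groups (post-metastatic tumor 5, lung metastasis 8, liver metastasis 5 and lymph node metastases 4 to 7) and between 1.972 and 13.09 in the other 32. Liver cells are argued against by the median of the other abundant liver transcripts, 4.552 to 5.53, which lay further below albumin than in liver metastasis 3 by at least 8.036. Apoa1 was 8.68 to 11.42 in the 7 libraries (up to 12.48 in the others, in liver metastasis 4), transferrin 16.8 to 19.31 (6.753 to 18.3), and Xist, which is not a liver transcript, 7.88 to 10.75 (up to 7.597). The study states that its mice were all male, and why Xist was higher in these libraries was not tested. For lymph node metastases 5 to 7 the blend with lymph node metastasis 4 would carry these over. For the other 4 libraries a shared tumor lineage or animal stays open, and the labels name no animal. Liver metastasis 5 and lymph node metastasis 4, which have adjacent title codes, correlated across genes in their deviations from the group means (0.797, the highest of 13 such pairs). Both were picked for high albumin. Lung metastasis 8 with the adjacent liver metastasis 4 gave −0.264, the lowest, and post-metastatic tumor 5 with the adjacent pre-metastatic tumor 4 gave 0.186.

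In single genes, Suv39h1 was 10.52 in post-metastatic tumor 5 (others 11.36 to 11.88) and 9.022 in pre-metastatic tumor 3 (9.354 to 9.606), Chaf1b 12.02 in liver metastasis 3 (10.49 to 10.84), Dnmt3b 8.985 in liver metastasis 5 (6.602 to 7.239) and Pten 11.57 in pre-metastatic tumor 5 (12.31 to 12.94). Nkx3-1 was 5.408 in pre-metastatic tumor 1 (7.104 to 8.173) and 12.27 in liver metastasis 5 (2.702 to 4.201), where Vim was 16.89 (18.15 to 18.4) and Hmga2 9.242 (14.13 to 14.57). Twist2 was 6.377 in lymph node metastasis 2 (8.916 to 10.7). In lung metastasis 8 Col4a1 was 18.01 (14.44 to 15.72) and Col4a2 17.08 (13.89 to 15.04), Mmp14 was 14.01 in lung metastasis 5 (14.87 to 15.42) and Wnt5a 12.87 in lung metastasis 6 (13.76 to 14.46).

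In list means, epithelial genes were 13.95 in NP tumor 3 (14.11 to 14.13), 14.58 in pre-metastatic tumor 5 (14.06 to 14.3) and 6.163 in lymph node metastasis 4 (8.146 to 9.357). Post-metastatic tumor 4 had interferon genes at 11.35 (8.554 to 9.385) and antigen presentation genes at 12.26 (10.83 to 11.25). Basement membrane genes were 9.801 in NP tumor 1 (10.23 to 10.29), and histone H3K36 and polycomb genes 11.89 in pre-metastatic tumor 5 (12.23 to 12.4). Post-metastatic tumor 5 had hepatocyte markers at 8.791 (4.793 to 5.979), B cell markers at 5.085 (3.352 to 3.819) and T cell markers at 5.054 (3.753 to 4.082). B cell markers were 3.164 in NP tumor 3 (3.539 to 3.596) and 5.226 in liver metastasis 5 (3.049 to 3.469). Seminal vesicle markers were 3.489 in NP tumor 4 (8.86 to 9.747) and 10.1 in lung metastasis 1 (2.698 to 3.611), and replication-dependent histone genes 5.996 in NP tumor 2 (6.604 to 6.688) and 5.174 in lymph node metastasis 4 (5.84 to 6.32).

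Effects against pre-metastatic tumors passed the test of their difference between lung metastases and post-metastatic tumors at Il6 (3.229), and between lung and lymph node metastases at 24 genes. At Il6 the lung metastases (6.55 to 9.63) did not overlap the post-metastatic tumors (4.19 to 5.37). The call was lost without any 1 of 11 libraries, at fold changes of 3.03 to 3.29. The 24 genes became 0 without lymph node metastases 5 to 7 and 7 to 54 on leaving out 1 library, so chance is not excluded for this count.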

How the results depend on the processing

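The filter at a value of 8 and the fits without sets of libraries or without marker genes were chosen after seeing the data. Of the fold changes of named genes, 3952 kept their direction and side of the threshold under the alternatives other than leaving out 1 library, 124 lost the call, 9 gained it and 5 turned. On leaving out 1 library these were 3590, 118, 6 and 6. Counts of genes stayed within 1.5 times in 166 results and moved in 28, and counts of lists in 169 and 25. On leaving out 1 library these were 129 and 34 for genes and 158 and 5 for lists. Of the values on components, distances and agreement, 43 stayed, 19 moved and 2 turned. Count models on whole reads (edgeR and DESeq2) were planned and not run, since no reads could be recovered. Read depth is unknown, so its limit on low genes could not be given. Unless a sentence gives a cause, the cause was not tested.

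Against pre-metastatic tumors, in lung metastases Rbl1 turned to −0.44 among libraries with codes of 40 or more and to −0.27 with the code block as covariate, and Chaf1b to −0.34 among codes of 40 or more. Dnmt3b turned to 0.285 in post-metastatic tumors with quantile normalization. Nsd2 in lung against post-metastatic tumors turned to 0.0139 without libraries with Rn45s over 20. In lung against liver metastases limma called Nsd2 at −0.76 (adjusted p = 0.034) with the code block, in the fit of all NPK groups. The limma fit of lung and liver libraries alone gave an adjusted p of 0.333, and the other alternatives 0.092 to 0.87. The fits with and without the block thus differ in their libraries too.

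For pre-metastatic against NP tumors the count was 609 with all 6 groups in the fit, 746 with the exact permutation test and 771 without libraries with Rn45s over 20. For lung against post-metastatic tumors it was 102 with all 6 groups, 4 with group weights and 121 with the code block. It was 0 with the exact permutation test, which cannot call a lone gene at this size, among codes of 40 or more, and without libraries with albumin over 15, with Rn45s over 20 or with high lung markers. For liver against post-metastatic tumors it was 111 with all 6 groups, 138 with the code block and 3 without albumin over 15. For lung against liver metastases these were 1174, 1512 and 8. For lung against lymph node metastases it was 223 with all 6 groups, 39 with group weights and 307 with the code block. It was 0 with the exact permutation test, among codes of 40 or more, without the 3 lymph node libraries between others and without albumin over 15, and 2 without high lung markers. For liver against lymph node metastases it was 3 with all 6 groups, 2 among codes of 40 or more and 1 with the code block.

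With an estimated correlation 4 lists were called for post-metastatic against NP tumors and 0 in each of the other 11 comparisons. Fry, which does not compare a list with other genes, called 25 lists for liver and 26 for lymph node metastases against pre-metastatic tumors. Against post-metastatic tumors it called 2 for lung, 0 for liver and 0 for lymph node metastases, and 8 for lung against liver, 4 for lung against lymph node and 4 for liver against lymph node metastases. For lymph node against post-metastatic tumors (5 lists) the number was 8 with upper-quartile scaling, 10 with quantile normalization, 9 among codes of 40 or more, 8 with the code block and 1 with the filter at 8.

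Among pre-metastatic, post-metastatic and lung libraries the first component held 30.9% with genes scaled to unit variance, 46.8% with a pseudocount of 5 and 73.9% over the most variable genes, where the second held 8.87%. Over all 39 libraries the first held 29.1%, 42.9% and 65.1% in the same order, and 42.3% without lymph node metastases 5 to 7. The second held 15.05% with scaled genes, 16.8% over the most variable genes and 16.3% without these 3 libraries. Without them the distance excess turned to −7.04 between post-metastatic tumors and lymph node metastases and to −10.66 between liver and lymph node metastases, and r between fold changes was 0.972 and 0.949 for these pairs. With split controls r was 0.900 for post-metastatic and lung, 0.908 for post-metastatic and liver, 0.922 for post-metastatic and lymph node, 0.848 for lung and liver, 0.883 for lung and lymph node and 0.898 for liver and lymph node groups. Fewer control libraries per comparison lower r by construction.

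On leaving out 1 library the counts against pre-metastatic tumors ran from 6967 to 7949 for lung, 7952 to 9012 for post-metastatic, 7360 to 8731 for liver and 8260 to 8981 for lymph node groups. They ran from 707 to 1660 for pre-metastatic and 4983 to 7156 for post-metastatic against NP tumors. Against post-metastatic tumors they ran from 0 to 26 for lung and 0 to 1 for liver, and were 0 for lymph node metastases. They ran from 0 to 172 for lung against liver, 7 to 54 for lung against lymph node and 0 to 10 for liver against lymph node metastases. Lists called for lymph node against post-metastatic tumors ran from 4 to 9. Rbl1 in lung against pre-metastatic tumors ran from −0.0437 (without lung metastasis 2) to 0.20, and Nsd2 from −0.16 to 0.0884 (without NP tumor 1) in pre-metastatic against NP tumors. In the same comparison Pten ran from −0.0527 (without pre-metastatic tumor 4) to 0.14, with −0.041 without NP tumor 1. Nsd2 in lymph node against post-metastatic tumors ran from −0.0466 (without lymph node metastasis 2) to 0.24, with −0.014 without post-metastatic tumor 5.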

Other observations

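Of the tests in this part, that on adjacent title codes was chosen only after the result was seen. Chromatin gene lists moved little as groups in lung metastases against pre-metastatic tumors. Of 12 DNA methylation genes, 4 rose and 1 fell (mean 0.12, median −0.07; Uhrf2 0.71), and of 13 histone H3K36 and polycomb genes, 1 rose and 2 fell (mean −0.05, while the test pointed upward; Eed −0.56). Of 9 oncofetal genes, 5 rose and 1 fell, with H19 at 1.79 and Hmga1 at 2.20, whose call was lost with the code block (1.29) and among codes of 40 or more (1.51). Neuroendocrine genes split, 3 rising and 4 falling of 11 (mean −0.33, median 0.10), with Insm1 at 4.44 and Chga at −5.25. Unfolded protein response genes rose in 5 of 16 (Atf4 0.50). None of these 5 lists was called (camera adjusted p = 0.098 to 0.99).

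In the same comparison hepatocyte markers rose in 3 of 12 and fell in 1 (Trf 3.56, Ttr −2.83; camera adjusted p = 0.18), erythroid markers fell in 1 of 2 (0.41), and housekeeping genes rose in 1 of 13 and fell in 3 (1 and 1 adjusted over the list alone; 0.99; Pgk1 −1.06). Replication-dependent histone genes fell in 4 of 15 (Hist2h3c1 −2.85; camera adjusted p = 0.045, and 0.43 with an estimated correlation), a call also lost with quantile normalization, group weights, stricter filters and codes of 40 or more, without the libraries with albumin over 15, those with Rn45s over 20 or those with high lung markers, and without pre-metastatic tumor 1, 2, 4 or 5 or lung metastasis 3, 5, 6 or 8.

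The NP tumors here numbered 4 and the post-metastatic tumors 7. Both are lower than the values quoted from the study above.

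Libraries with adjacent title codes in different groups resembled each other. In 13 such pairs the deviations from the group means correlated with a mean of 0.4139 across genes (−0.264 to 0.797, 11 of 13 over 0), against 0.0002 over all 627 pairs between groups (permutation p = 1e-05, the smallest that 100000 reassignments can give, 1 test; highest reassignment 0.3598). Adjacent codes may thus mark tumors and metastases of the same animal, which would make these groups less independent than their n. The labels name no animal, and a shared day of preparation, which codes could follow as well, was not tested.

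Other splits of the same libraries into groups of the same sizes, 100 per comparison with the real split included, were counted. Against pre-metastatic tumors 1 split, the real one, gave as many genes for lung (7519, highest other 0), post-metastatic (8475, 0), liver (7928, 3809) and lymph node groups (8893, 3495). The same held against NP tumors for pre-metastatic (1483, 142) and post-metastatic tumors (6329, 236). If libraries are independent, this argues against chance for these 6 counts, at 1 in 100 splits each. The lymph node count takes lymph node metastases 5 to 7 as separate samples. For pre-metastatic against NP tumors the splits cannot tell genotype from title-code block. For lung against post-metastatic tumors 2 splits gave as many (1 gene, highest other 1). That share is under 0.05, but the splits count called genes and do not test Il6 itself, which was the only gene called. In all, 13 genes separated the groups (0.0791%, against 0.0311% by chance). The call was also lost on leaving out single libraries, so chance is not excluded for this gene. For lung against lymph node metastases 4 splits gave as many (24 genes, highest other 1703), counting lymph node metastases 5 to 7 as separate samples. Without these 3 libraries 0 genes were called by limma (745 at an unadjusted p under 0.05), with fewer libraries to test, so chance is not excluded for this count. For liver against post-metastatic (highest other 8), lymph node against post-metastatic (1830), lung against liver (15) and liver against lymph node groups (1939) the real count was 0. All 100 splits then give as many whatever the data, so these say nothing about chance. The splits take all libraries as independent, which adjacent codes and lymph node metastases 5 to 7 call into question. The highest counts in the 3 comparisons with lymph node metastases among late groups point to a structure of the samples: these splits put all libraries with albumin over 15 on the same side.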
